A study of Mus musculus with 4 samples. Its data were reported in "PAX4 R192H variant impairs β cell function by disrupting β cell identity and compensatory capacity in response to metabolic stress" (2026).

How the data were processed

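Islets of wild-type (WT) and homozygous Pax4 knock-in (HH) mice were measured with droplet 3-prime single-cell RNA sequencing, with 1 library for each combination of genotype and diet. Per the labels and the study's methods, the authors pooled the islets of several mice per library, aligned the reads to GRCm38 with Cell Ranger and deposited filtered matrices of whole-number UMI counts per gene and barcode. The deposited counts were not normalised, and neither ambient RNA correction nor doublet removal had been applied to the files. The 4 matrices held 22218 barcodes, 32285 genes and 340006331 UMIs. Library totals were 87472976 in WT SCD, 79712168 in HH SCD, 68011082 in WT HFD and 104810105 in HH HFD, from 5123, 4665, 5307 and 7123 barcodes.

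Cells were kept when mitochondrial UMIs were under 10%, total UMIs between 3000 and 50000 and detected genes between 2000 and 5000, with all 3 conditions required. This kept 3173, 3162, 2032 and 4385 barcodes, or 61.9%, 67.8%, 38.3% and 61.6%, in the order above, so the WT HFD library lost the largest share. Doublets were scored per library with Scrublet as implemented in scanpy at an expected rate of 0.8% per 1000 cells, and 81, 80, 33 and 154 cells were removed, or 348 in all. All libraries were clustered together after log normalisation, with 3000 highly variable genes, 30 principal components, 20 neighbours and Leiden resolution 1, without integration. Python 3.11.15, scanpy 1.11.5, anndata 0.12.19, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and igraph 0.11.9 were used with seed 1.

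A cluster was named after a cell type, as X-like, when at least 3 markers fixed before the data were examined stood at 0.25 or more of their highest cluster mean when no other type had as large a share of its markers there, and when its 10 leading genes held no more markers of another type than of its own. Clusters with few UMIs also needed an own marker among those genes. Markers and leading genes had to be found in at least 10% of a cluster's cells. That condition was added after the data were seen, because a single acinar cell had blocked the name of a large cluster under an alternative filter. Without it, 1 beta-like cluster of 118 cells would stay unnamed, because haemoglobin genes found in under 10% of its cells would lead it. It held 27, 24, 16 and 51 cells in the 4 libraries. Names were rebuilt from the counts, since a cell annotation of the study was not used here, and a difference from the study may come from them.

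UMIs of each class were summed per library and scaled to the sum of the class in that library as CPM. Log2 ratios of HH over WT were taken within each diet, with a floor of 3 counts in place of 0. For lists, the median ratio was set against 10000 random lists of the same size drawn from 100 genes near in mean expression, and its interval came from 2000 Poisson redraws of every sum. Intervals of sums were exact Poisson and those of shares exact Clopper-Pearson, at the 95% level, and cover counting error only. The interval of a difference of shares combined the Clopper-Pearson limits of both shares. The redrawn interval of the 90th percentile was centred on the measured value after the first version was seen to lie above it, because redrawing adds counting noise. Shares of cells were computed after thinning each cell to 3000 UMIs. With 1 library per group, no p-value, standard error or count of changed genes was computed.

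Named genes were, within each diet, the 5 highest and the 5 lowest log2 ratios in beta-like cells among genes with a mean of 50 CPM or more whose Poisson intervals did not overlap, together with the genes of the maturity and dedifferentiation lists and Pax4. The lists of ribosomal, unfolded protein response, proliferation and dissociation stress genes were also fixed beforehand. Gene positions came from the GENCODE M21 annotation of GRCm38, which may differ from the annotation the authors used. The steps were tested on counts simulated from the real sums of all cells that passed the filter, with 200 of 1546 genes changed. In the simulation of HH SCD against WT SCD, 95.5% of the intervals held the true ratio, and in that of HH HFD against WT HFD 94.9% did. The simulated counts were Poisson, as the intervals assume, so this checks the computation only. They held no variation between cells, mice or libraries.

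Alternatives chosen before the data were examined were a looser filter on cells, no bounds on genes per cell, doublets kept, Leiden resolution 2, clustering of each library alone, subtraction of an ambient profile, other scalings, equal weight for each cell, beta-like cells with few UMIs of other hormones, other expression minimums, other thinning depths, a stricter rule per cell, and other settings for sub-clusters. Naming without the detection condition was added after the data were seen. Deposited files of the study that are not single-cell libraries were not used here.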

Results

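Islets of male mice with a homozygous Pax4 knock-in allele (HH) and of wild-type mice (WT) were profiled by droplet single-cell RNA sequencing, on a standard chow diet (SCD) at 12 weeks of age and after 4 weeks of a high-fat diet (HFD) at 16 weeks of age. Each of the 4 groups had 1 library, prepared from the pooled islets of several animals, so no difference between groups has a replicate check and no test between groups was made. Library and group cannot be told apart, and between the diets age and diet cannot be told apart either. Every interval is an exact Poisson, exact binomial or redrawn-count interval, or combines the exact binomial limits of both shares for a difference of shares. All are at the 95% level and cover counting error only. The deposited libraries held 87472976 UMIs in WT SCD, 79712168 in HH SCD, 68011082 in WT HFD and 104810105 in HH HFD. After filters and removal of predicted doublets, 3092, 3082, 1999 and 4231 cells remained in the same order. Cells fell into 23 clusters, of which 1 stayed unnamed, and 11268 cells were named endocrine-like, with 5809 from SCD and 5459 from HFD.

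The gene that carries the knock-in was examined first. Pax4 (chromosome 6, 28442334 to 28449353, GRCm38) had 0 UMIs in beta-like cells of each library. The exact Poisson intervals reach up to 0.0677 CPM (counts scaled to the sum of the class in a library) in WT SCD and 0.0700 in HH SCD. In HFD they reach up to 0.1086 in WT and 0.0522 in HH. Pax4 also had 0 UMIs in every barcode of all 4 libraries. The expression of Pax4 was not detectable at this depth, and the files hold no sequence from which the allele could be read, so the genotype labels could not be checked against this gene.

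The composition of the endocrine compartment was compared between genotypes within each diet. In SCD, 70.4% of 2872 endocrine-like cells of WT and 67.4% of 2937 of HH were beta-like, a difference of -2.95 percentage points (interval -5.35 to -0.55). In HFD, the share was 68.9% of 1651 cells in WT and 74.7% of 3808 in HH, a difference of 5.82 points (interval 3.18 to 8.49). With a looser filter on cells the HFD difference fell to 0.71 points. The alpha-like share moved by 1.97 points in SCD (interval 0.09 to 3.84) and by -4.38 points in HFD (interval -6.54 to -2.29). The delta-like share moved by 0.32 points in SCD, with an interval that included 0, and by -1.89 points in HFD (interval -3.63 to -0.24).

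Whether the knock-in changed genes of beta cell maturity was addressed with UMIs summed over the beta-like cells of each library. These sums held 54467036 UMIs from 2021 cells in WT SCD, 52706987 from 1980 in HH SCD, 33970484 from 1137 in WT HFD and 70730096 from 2844 in HH HFD. The 8 beta cell maturity or function genes that the study names, called maturity genes here although Glp1r, Cacna1d and Itpr1 were named there for function only, had a median log2(HH/WT) of -0.13 in SCD (interval -0.16 to -0.09) and -0.46 in HFD (interval -0.50 to -0.44). The SCD median lay at percentile 0.39 of 10000 random lists matched on mean expression, and the HFD median lay below all of them. The study named Mafa, Ucn3, Nkx6-1, Slc2a2 and Trpm5 from bulk RNA sequencing of islets of these genotypes and diets, with replicates. They were lower there in HH HFD. It named Glp1r, Cacna1d and Itpr1 as lower in a beta cell cluster of these libraries. The list was thus chosen for its direction, partly on these libraries, so its place among random lists carries no independent evidence. A list of 16 other beta cell function genes, chosen before the data were examined, had medians of -0.13 in SCD (interval -0.17 to -0.09) at percentile 0.24 and of -0.22 in HFD (interval -0.25 to -0.18) at percentile 0.43. CPM computed without Ins1, Ins2, Iapp and mitochondrial genes gave -0.07 in SCD for the maturity genes, and the beta-like cells with the lower share of UMIs of other hormones gave -0.55 in HFD.

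Within the maturity list, 8 of 8 genes were lower in HH in HFD. In SCD, 7 of 8 were below 0 and Ucn3 was not (0.02, interval -0.01 to 0.05). The 7 include Trpm5, which was unchanged (-0.00, interval -0.06 to 0.06), and Itpr1, whose interval included 0 (-0.27 to 0.04). In HFD, Trpm5 (chromosome 7, 143069153 to 143094642) fell from 114 to 44.8 CPM, a log2 ratio of -1.35. Slc2a2 (chromosome 3, 28697903 to 28731359) fell from 302 to 153 CPM (-0.98), and Mafa (chromosome 15, 75745490 to 75748228) from 311 to 194 CPM (-0.68). The log2 ratios of Glp1r, Ucn3, Nkx6-1, Itpr1 and Cacna1d in HFD lay between -0.49 and -0.24. In SCD, the 8 ratios ranged from -0.22 for Cacna1d to 0.02 for Ucn3. In delta-like cells the same list went the other way in HFD, with a median of 0.62 (interval 0.10 to 1.03) and 7 of 8 genes higher, after -0.46 in SCD (interval -0.63 to -0.07). Ins1 and Ins2 rose in these HFD cells too, by 1.18 and 1.09, so RNA of beta-like cells in the droplets is a candidate explanation. The list of 16 other beta cell function genes did not rise there (-0.09), so this stays open.

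The 4 genes that the study names as dedifferentiation or alpha cell markers had a median log2 ratio of 0.10 in SCD (interval -0.03 to 0.14, percentile 98.6) and of 1.93 in HFD (interval 1.76 to 2.02, above all random lists). The study named these genes as higher in HH HFD in the same bulk data, and again in the beta cell cluster of these libraries. They too were chosen for their direction, so they and their place among random lists are not independent evidence here. In HFD, Aldh1a3 (chromosome 7, 66390890 to 66427517) rose from 1.86 to 10.7 CPM (log2 2.53) and Serpina7 (chromosome X, 139079257 to 139085236) from 4.77 to 26.7 CPM (2.49). Gc (chromosome 5, 89417522 to 89457898) rose from 57.5 to 148 CPM (1.37) and Ttr (chromosome 18, 20665280 to 20674321) from 1340 to 2733 CPM (1.03). In SCD, Serpina7 was lower in HH, with a log2 ratio of -0.36 (interval -0.66 to -0.07).

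**Figure D1:**
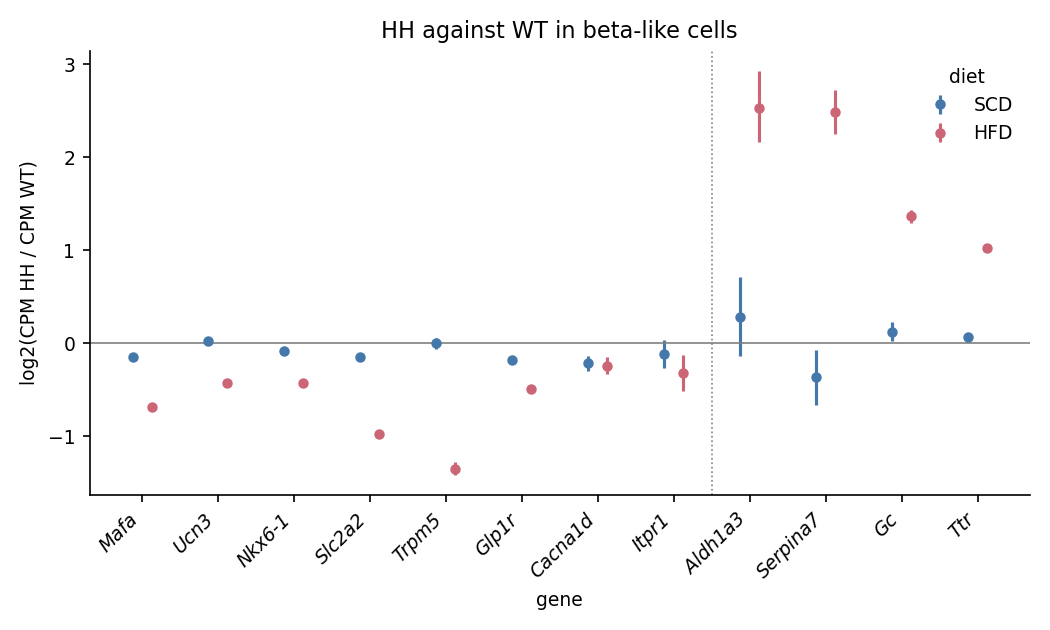
Log2 ratio of HH over WT CPM in beta-like cells for 8 maturity genes (left of the dotted line) and 4 dedifferentiation or alpha cell genes (right), in SCD (blue) and HFD (red). Points are single library pairs and bars are 95% counting intervals; in HFD all 8 maturity genes lay below 0 and all 4 others above 1.

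The same genes were examined per cell with a fixed rule, to avoid clusters defined by them. Beta-like cells thinned to 3000 UMIs were counted when they held no Mafa UMI and at least 1 UMI of Gc, Aldh1a3 or Serpina7, and no beta-like cell was too shallow. In SCD, 3.61% of 2021 WT cells (interval 2.84 to 4.52) and 3.94% of 1980 HH cells (interval 3.13 to 4.89) met the rule. In HFD, 7.65% of 1137 WT cells (interval 6.17 to 9.35) and 22.4% of 2844 HH cells (interval 20.8 to 23.9) did. Without thinning the shares were 2.82% and 2.02% in SCD and 3.52% and 10.9% in HFD. Mafa stood at 311 CPM in WT HFD and 194 CPM in HH HFD, so a cell thinned to 3000 UMIs can miss it by sampling. The thinned shares therefore count cells in which Mafa was missed as well as cells without it. Median depth was 26382 UMIs in WT SCD, 26172 in HH SCD, 29778 in WT HFD and 24203 in HH HFD. In endothelial-like cells, which should lack these genes, 2.05% of 146 WT HFD cells and 2.60% of 192 HH HFD cells met the rule after thinning, at median depths of 7127 and 6061 UMIs. In SCD, 2 of 127 WT and 0 of 89 HH endothelial-like cells did, at median depths of 6104 and 5812 UMIs. In alpha-like cells, which express Gc, 35.1% of WT and 33.8% of HH cells met the rule in SCD and 31.1% and 37.8% in HFD. In delta-like cells it was 32.2% and 23.8% in SCD, a difference of -8.45 points (interval -15.3 to -1.50), and 40.6% and 39.4% in HFD.

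Translation was examined through ribosomal protein genes, and the unfolded protein response through a list of 23 genes. The ribosomal median was -0.03 in SCD (81 genes, interval -0.04 to -0.02, percentile 39.1) and 0.25 in HFD (82 genes, interval 0.24 to 0.26, above all random lists). The SCD value changed sign to 0.02 with CPM computed without Ins1, Ins2, Iapp and mitochondrial genes. The unfolded protein response median was 0.03 in SCD (interval -0.00 to 0.07, percentile 99.6) and 0.14 in HFD (interval 0.09 to 0.27, percentile 97.8), where 15 genes were higher and 8 lower. The looser filter on cells lowered the HFD value to 0.02. Among the 23 genes in HFD, Creld2 had the highest ratio at 1.15 and Ddit3 the lowest at -0.62.

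**Figure D2:**
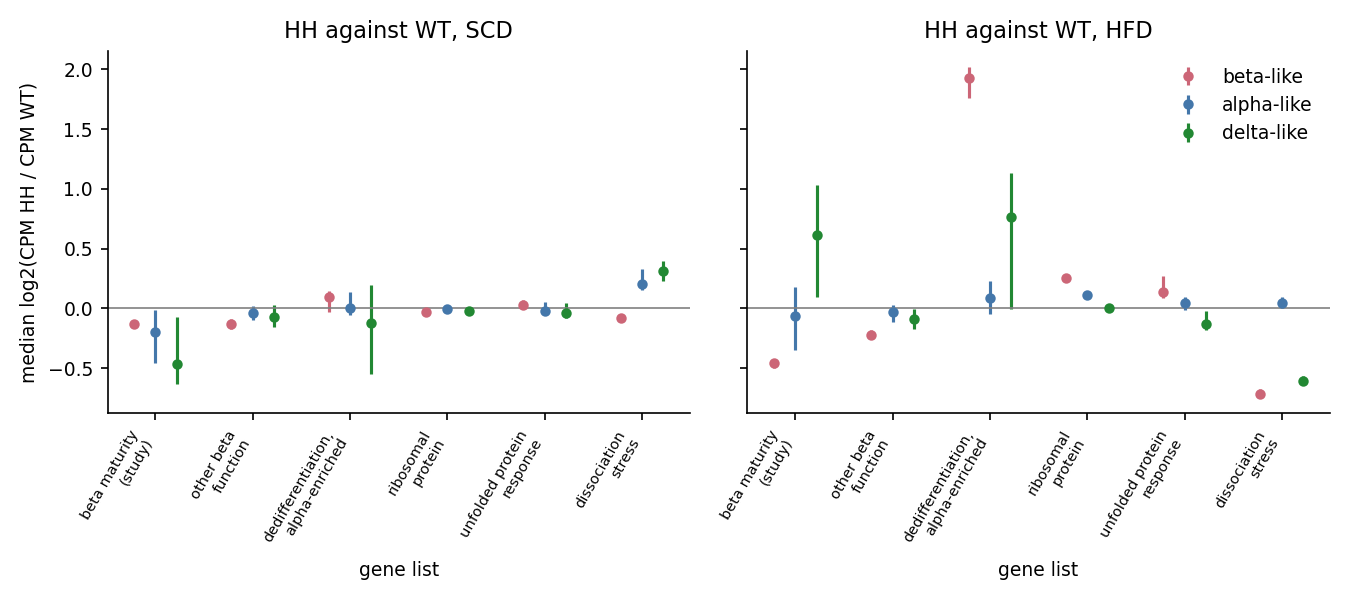
Median log2 ratio of HH over WT CPM per gene list in beta-like, alpha-like and delta-like cells, for SCD (left) and HFD (right). Bars are 95% counting intervals of single library pairs; the median of dedifferentiation and alpha cell genes in HFD was 1.93 in beta-like, 0.09 in alpha-like and 0.76 in delta-like cells.

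Proliferation was counted as the share of thinned beta-like cells with a Mki67 or Top2a UMI. It was 0.69% in WT and 0.91% in HH in SCD, and in HFD 10 of 1137 WT cells (0.88%) and 57 of 2844 HH cells, a difference of 1.12 points (interval 0.25 to 1.87). Without thinning the shares were 2.42% and 3.03% in SCD and 2.37% and 5.45% in HFD. In alpha-like cells in HFD, 0.36% of WT and 0.63% of HH cells met the rule at median depths of 16021 and 9968 UMIs.

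How far apart the libraries of each pair lay was measured as the 90th percentile of absolute log2 ratios over genes with a mean of 50 CPM or more, after all sums were thinned to the smallest total. In beta-like cells it was 0.190 in SCD (interval 0.185 to 0.196) and 0.412 in HFD (interval 0.403 to 0.421) over 1361 genes, where counting alone gave 0.0607 and 0.0617. In alpha-like cells it was 0.197 in SCD and 0.242 in HFD over 2007 genes, where counting alone gave 0.162 and 0.169. These values measure the libraries and cannot be assigned to genotype.

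The genes with the largest changes in beta-like cells were named by a rule fixed before the data were examined. In SCD, the 5 lowest ratios were those of Mt2 (-1.19), Mt1 (-0.92), Rgs2 (-0.78), Pde5a (-0.63) and Hspa1b (-0.59). The 5 highest were those of Gcg (0.66), Ppy (0.51), Dusp1 (0.46), Dapl1 (0.43) and Fos (0.40). The values of Gcg and Ppy depended on the settings. Ppy fell to 0.07 in SCD with the looser filter on cells and rose to 1.27 with naming without the detection condition. Gcg ranged from 0.23 in beta-like cells with the lower share of other hormones to 1.14 with the looser filter. In HFD, the 5 lowest were Hspa1b (-1.76), Hspa1a (-1.75), Dnajb1 (-1.54), Mt2 (-1.48) and Trpm5 (-1.35), and the 5 highest were Igkc (6.70), Dapl1 (1.51), Gc (1.37), Pappa2 (1.22) and Creld2 (1.15). The Igkc ratio came mostly from few cells, since 96.4% of its UMIs in HH HFD lay in 3 cells. In HH SCD, the 1% of beta-like cells with most UMIs held 45.3% of Gcg and 66.6% of Ppy UMIs.

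Beta-like cells were clustered again without any gene of the lists, ribosomal, mitochondrial or hormone genes, which gave 8 sub-clusters numbered here. In SCD, sub-cluster 1 held 36.7% of WT and 51.0% of HH beta-like cells and sub-cluster 2 held 57.1% and 43.1%. In HFD, sub-cluster 4 held 88.0% of WT and 44.3% of HH cells, and sub-cluster 8 held 0.53% of WT and 44.6% of HH cells. Of the 1277 cells of sub-cluster 8, 99.3% came from HH HFD, so it may be that library and not a cell type. Its summed UMIs gave 116 CPM of Mafa, 131 of Slc2a2, 206 of Gc and 3854 of Ttr, against 327, 265, 64.6 and 1400 CPM in sub-cluster 4. Some sub-clusters carried RNA of other cells. Sub-cluster 7, with 22 cells of which 20 came from HH HFD, was led by endothelial genes such as Plvap and Flt1. Sub-cluster 3, with 129 cells of which 79 came from HH HFD, was led by Igkc and Ighm beside cell cycle genes. Their cells stayed among the beta-like cells, and droplets with more than 1 cell were not excluded. To match the HH shares to the WT shares, 15.3% of cells would have to change sub-cluster in SCD (interval 12.6 to 18.5) and 46.7% in HFD (interval 44.5 to 48.6). With expression centred per library before clustering, these values were 4.17% and 14.7%.

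**Figure D3:**
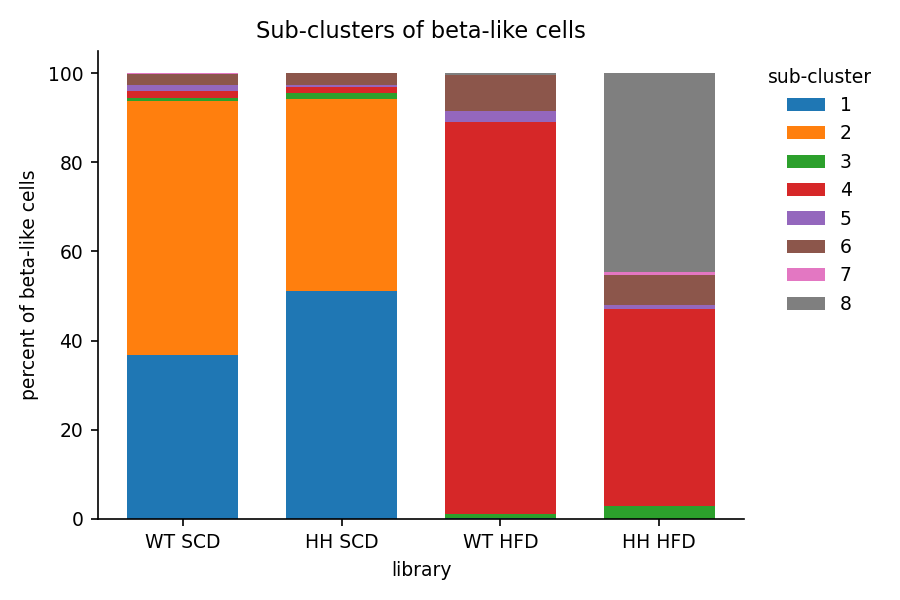
Share of the beta-like cells of each library in each of 8 sub-clusters, as stacked percentages. In SCD, sub-clusters 1 and 2 held most cells, while in HFD sub-cluster 4 held 88.0% of WT and 44.3% of HH cells and sub-cluster 8 held 44.6% of HH cells.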

Values the study reported

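The study reported 9,903 endocrine cells, with 5,320 in the SCD libraries and 4,583 in the HFD libraries.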

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

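The tests here of the cell filter, scaling, whole-library shifts, handling, few cells, and RNA of alpha-like or beta-like cells were chosen only after the results they address were seen. A result is given here when HH against WT moved in opposite directions in SCD and HFD with both counting intervals clear of 0, among shares of endocrine classes, list medians in every class and named genes in beta-like cells. The difference between the diets was not tested, since each group had 1 library, and age differs between the diets.

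The share of endocrine-like cells named beta-like differed by -2.95 percentage points between HH and WT in SCD and by 5.82 points in HFD, and the alpha-like share by 1.97 and -4.38 points. The filter on cells kept very unequal parts of the libraries. With the looser filter the HFD differences were 0.71 points for beta-like and -1.20 points for alpha-like cells (interval -3.03 to 0.58), while the SCD differences were -4.69 and 3.39 points. The HFD directions may therefore come from the filter on cells. Dissociation, which decides which cells survive, was not tested and stays open for the SCD differences, as does genotype.

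Ribosomal protein genes had a median log2 ratio of -0.03 (-0.0309) in SCD and 0.25 in HFD. The SCD value gives no direction, since it lies close to the median ratio of all genes in use, which was -0.04. With median-of-ratios size factors the SCD median was 0.01 (0.0065 before rounding), but that scaling moves all genes of a library together, so scaling and a change in these genes cannot be told apart by it. A shift of the whole HFD library stays open. The HFD medians were 0.11 (0.1135) in alpha-like, 0.11 (interval 0.08 to 0.13) in endothelial-like and 0.07 in PP-like cells, all above all random lists, and the delta-like median of 0.0034 lay at percentile 99.97. All were smaller than in beta-like cells, but to exclude the shift the test asked for medians under 0.25 of that in beta-like cells in both alpha-like and delta-like cells, which alpha-like cells did not meet. With HH and WT cells matched on UMIs and mitochondrial share the HFD median was 0.28, which argues against depth and mitochondrial share as the cause. Genotype and the single library stay open.

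Serpina7 had a log2 ratio of -0.36 in SCD and 2.49 in HFD. It was rare in SCD, at 4.09 CPM in WT and 3.19 CPM in HH. In HFD it belongs to a list whose median stayed at 2.10 in cells matched on UMIs and mitochondrial share and at 2.05 among cells with low doublet scores. The rise of Gcg in beta-like cells of HH HFD, taken with the alpha-like profile, brought at most 1.46% of the rise of any gene of the list, which argues against alpha cell RNA. A shift of the whole library stays open. Serpina7 itself had ratios of 1.07 in alpha-like cells (interval 0.49 to 1.67) and 1.68 in delta-like cells (interval -0.21 to 4.14) in HFD. The list median in alpha-like cells was 0.09 (0.0875), but it covers 3 of the 4 genes, without Aldh1a3, its genes went both ways, and Gc and Ttr are abundant there, so it decides nothing. In PP-like cells the median of 3 genes was -0.18 (interval -0.35 to 0.02), with Ttr lowest at -0.35 and Serpina7 highest at 0.46. In delta-like cells the list median was 0.76 (interval -0.01 to 1.14), with Aldh1a3 at -1.32, Gc at -0.04 and Ttr at 1.57. Gcg rose there too, by 2.99 (interval 2.90 to 3.07), so foreign RNA in delta-like droplets was not excluded. The classes went different ways, which does not settle the question. Genotype remains a hypothesis beside the single library and the pooled animals.

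Rgs2 had a log2 ratio of -0.78 in SCD and 0.88 in HFD. A shift of the whole library stays open. In HFD the ratio was 0.35 in alpha-like cells and 0.12 in delta-like cells, both with intervals below that of beta-like cells but above 0. In SCD it was -0.17 in alpha-like cells, with an interval that included 0, and -0.42 in delta-like cells. Directions were thus shared and sizes were not.

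Fos had log2 ratios of 0.40 in SCD and -0.52 in HFD, and Dusp1 of 0.46 and -0.50. Both are early response genes that dissociation induces. In SCD both rose in alpha-like and delta-like cells too, by at least 0.38, and handling of the preparation is a candidate explanation there, although Fos in endothelial-like cells (-0.05) and Dusp1 in PP-like cells (-0.20) had intervals that included 0. The dissociation stress list in SCD was higher in alpha-like, delta-like and PP-like cells but lower in endothelial-like cells. In beta-like cells it was lower too, with a median of -0.08 (interval -0.10 to -0.04), so handling stays open in SCD. In HFD the classes went different ways. Fos rose in alpha-like cells by 0.15 (interval 0.11 to 0.19) and in PP-like cells by 0.27, and fell in delta-like (-0.61) and endothelial-like cells (-0.19). Dusp1 was 0.07 in alpha-like cells (interval -0.01 to 0.16), 0.34 in PP-like, -0.54 in delta-like and -0.00 in endothelial-like cells. Handling and genotype cannot be told apart for the fall in HFD or for both diets taken as 1 effect, because some classes go with handling and others do not.

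In delta-like cells the maturity genes had a median of -0.46 in SCD and 0.62 in HFD. RNA of beta-like cells in droplets of delta-like cells is a candidate explanation. Ins2 went the same way there, with -0.24 in SCD and 1.09 in HFD, as did Ins1, with -0.14 and 1.18. The list of 16 other beta cell function genes did not rise there in HFD, with a median of -0.09 (interval -0.17 to -0.0043). Its SCD median was -0.07 (interval -0.15 to 0.03), so the explanation stays open. The dissociation stress list had medians of 0.32 in SCD and -0.61 in HFD in delta-like cells. In SCD it was also higher in alpha-like (0.21) and PP-like cells (0.12). It was lower there in endothelial-like (-0.12) and beta-like cells (-0.08). In HFD it was 0.14 in PP-like, 0.04 in alpha-like, -0.16 in endothelial-like and -0.72 in beta-like cells. Handling and genotype cannot be told apart for this list, because the other classes went both ways.

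In endothelial-like cells the proliferation list had a median of -0.62 in SCD, where 7 genes were compared, and 1.92 in HFD. The SCD value and its interval give no direction, because 6 of the 7 genes had 0 UMIs in 1 of the libraries and their ratios were set by the 3 counts put in place of a 0. Cycling cells were too few in SCD, where 1 of 127 WT and 1 of 89 HH cells held a Mki67 or Top2a UMI after thinning, a difference of 0.34 points (interval -3.35 to 5.37). The unfolded protein response list had medians of -0.12 in SCD and 0.13 in HFD there. RNA of beta-like cells was tested with Ins2, which was -1.10 in SCD but -0.28 in HFD, so it goes with the SCD direction only and the HFD direction stays open.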

How the results depend on the processing

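No paired analysis was possible because the labels give HH and WT only 1 library each within a diet, so no pair has a repeat there. A fit of genotype and diet without an interaction over the 4 libraries, which would leave 1 residual degree of freedom, was not run. Alternatives were compared with the counting interval of the main value for the beta-like share, the per-cell rules, the 90th percentiles, the sub-clusters and 5 lists in beta-like cells. Apart from the alpha-like share with the looser filter, shares of the other classes, the proliferation and dissociation stress lists and lists in other classes were not run under alternatives. Of 214 values, 170 lay inside the interval, 42 lay outside it, and 2 changed sign from a main value whose interval was clear of 0. Of 592 values for single named genes, 458 lay inside, 134 outside, and 0 changed sign from such a main value. Where the main interval included 0, signs did change, all in SCD: for the per-cell rule, cycling, the unfolded protein response, Trpm5, Ucn3 (from 0.02 to -0.03 in cells with the lower share of other hormones) and Igkc (from -0.24 to 1.60 without bounds on genes per cell). All alternatives were chosen before the data were examined except naming without the detection condition. Unless a cause is given, the cause of a change was not tested.

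The ribosomal median in SCD changed sign, to 0.02 (0.0233) with CPM computed without Ins1, Ins2, Iapp and mitochondrial genes and to 0.01 (0.0065) with median-of-ratios size factors. These scalings put the median ratio of all genes in use at 0.02 and -0.00 in SCD, against -0.04 in the main scaling.

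With the looser filter on cells, the beta-like share in HFD differed by 0.71 points, the unfolded protein response median was -0.01 in SCD (-0.0055) and 0.02 (0.0213) in HFD, and the 90th percentile of absolute ratios in beta-like cells was 0.198 in SCD and 0.422 in HFD. Without bounds on genes per cell the unfolded protein response median in HFD was 0.09 (0.0851). With doublets kept the ribosomal median in HFD was 0.27, and with Leiden resolution 2 it was 0.27 (0.267) and the beta-like 90th percentile in HFD 0.428. Naming without the detection condition put that percentile at 0.424.

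With the ambient profile subtracted the ribosomal median in SCD was -0.04 (-0.0358). CPM without Ins1, Ins2, Iapp and mitochondrial genes gave medians of -0.07 (-0.0747) in SCD and -0.44 in HFD for the maturity genes, -0.08 (-0.0758) in SCD for the other beta cell genes, 0.15 in SCD for dedifferentiation genes, 0.27 in HFD for ribosomal genes (0.2737) and 0.08 (0.0832) in SCD for the unfolded protein response, and a beta-like 90th percentile of 0.178 in SCD. Median-of-ratios size factors gave -0.09 (-0.0914) in SCD and -0.42 in HFD for the maturity genes, 0.29 in HFD for ribosomal genes, and beta-like 90th percentiles of 0.179 (0.1795) in SCD and 0.425 (0.4255) in HFD. With every cell weighing the same, the HFD values were -0.42 (-0.4185) for maturity genes, 0.23 for ribosomal genes and 0.393 for the beta-like 90th percentile.

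In the beta-like cells with the lower share of UMIs of other hormones, the HFD medians were -0.55 for maturity genes, 2.09 for dedifferentiation genes and 0.27 (0.2709) for ribosomal genes, the SCD ribosomal median was -0.02 (-0.0192), and the share under the per-cell rule differed by -1.52 points in SCD and 20.2 points in HFD. Thinning to a lower depth made the latter 9.58 points, no thinning 7.42 points and a requirement of at least 2 UMIs 6.87 points. The HFD difference stayed above 0 in each. Without thinning, the difference in cycling beta-like cells in HFD was 3.08 points.

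With a minimum of 200 CPM the 90th percentiles were 0.177 in SCD and 0.528 in HFD in beta-like cells, and 0.134 in SCD and 0.223 in HFD in alpha-like cells. With expression centred per library the share of cells that would have to change sub-cluster was 4.17% in SCD and 14.7% in HFD; centring removes differences between libraries by construction, genotype included.

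The direction of the maturity, other beta cell and dedifferentiation medians in HFD was kept under every alternative run, as was that of the maturity and other beta cell medians in SCD. Pax4 had 0 UMIs in every barcode, so no alternative could move it. In alpha-like cells counting alone gave a 90th percentile of 0.162 in SCD and 0.169 in HFD, close to the measured 0.197 in SCD.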

Other observations

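The tests of cycling in the whole islet, of handling on the stress list and the heat shock genes, and of age, library or batch between diets were chosen only after the results they address were seen. The other tests here were written before their results. All patterns below were found and tested on the same libraries and are hypotheses.

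The HH to WT ratios of the 2 diets, which share no library, went together across genes in beta-like cells. Over 1192 genes the Spearman rho between SCD and HFD was 0.53 (0.534) in beta-like cells, but 0.01 (0.0085) in alpha-like and 0.01 (0.0097) in delta-like cells; genes are not independent replicates. Of 1361 genes in beta-like cells, 80 were past a size of 0.2 on the log2 scale in both diets. Of these, 73 had the same direction and 7 the opposite. In alpha-like cells 26 such genes had the same direction and 15 the opposite, and in delta-like cells 71 and 65. With cells matched on UMIs and mitochondrial share rho was 0.489, which argues against depth and mitochondrial share as the cause. With beta-like sums thinned to the UMIs of alpha-like sums rho fell to 0.380, which argues against fewer UMIs as the whole reason for the low value in alpha-like cells, though they lower it. The value is consistent with a genotype effect in beta-like cells that both diets share, and a preparation difference that recurred with genotype was not excluded. DNA carried along with the knock-in allele was tested with 110 genes that had 1 direction in all 6 comparisons of class and diet. Of 10 compared genes within 20 Mb of Pax4, 2 were among them, at percentile 83.7 of windows of as many neighbouring genes, which gives no sign of such an effect, though 10 genes give little power.

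In HFD, the rise of dedifferentiation and alpha cell genes was uneven across beta-like cells. Within sub-cluster 4, which held the most WT HFD cells, the list median was 0.54 against 1.93 over all beta-like cells, and sub-cluster 8 was almost only HH HFD. In sub-cluster 6, with 92 WT and 190 HH cells, it was 1.65, so the rise was not limited to sub-cluster 8. Cells of 1 of the pooled mice could give part of this pattern. If so, the genes that part the sub-clusters might vary together in alpha-like cells of that library as well, but the correlation of 2 parts of 60 such genes was 0.165 there and up to 0.290 in the other 3 libraries. Genes specific to beta cells would not show it, so a mouse and a cell state cannot be told apart, and no label assigns cells to mice.

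Cycling was not limited to beta-like cells in HH HFD. In endothelial-like cells the thinned share with a Mki67 or Top2a UMI was 0.68% of 146 WT HFD cells and 6.77% of 192 HH HFD cells, a difference of 6.09 points (interval 1.71 to 10.7), and the proliferation list had a median log2 ratio of 1.92 there and 2.42 in beta-like cells. A rise in several islet classes is a candidate explanation, but alpha-like cells did not show it. Their thinned share was 0.36% in WT and 0.63% in HH with an interval of the difference of -1.42 to 1.51 points. The unthinned share fell from 1.43% to 1.04%, but at median depths of 16021 UMIs in WT and 9968 in HH, which may lower the HH share. Of 3 proliferation genes compared, 2 were lower (median -0.55). With 1 and 3 thinned alpha-like cells the counts were too few to decide. In delta-like cells 0 of 160 WT and 1 of 297 HH cells met the rule after thinning, and 0 and 5 did without thinning. The unthinned difference had an interval of -0.86 to 3.88 points, so delta-like cells do not decide it either. Without beta-like cells counted as holding B-lineage UMIs the beta-like difference was 0.95 points, with an interval that includes 0 (-0.03 to 1.75). These were 158 cells in each HFD library, fewer than under the markers with Derl3 used below for Igkc. Among them, 0 WT and 4 HH cells were cycling, so the cells found this way do not account for most of the difference. Droplets whose B-lineage RNA was missed stayed in, so cycling B-lineage cells were not excluded.

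The Igkc ratio of 6.70 in HFD came mostly from 3 beta-like cells, which held 96.4% of the Igkc UMIs of HH HFD. Of these, 100% held a UMI of Mzb1, Cd79a, Cd79b or Derl3, but 57.4% of the other beta-like cells of HH HFD did as well, mostly through Derl3, which 54.4% held. Derl3 was a poor choice of marker, made before its level in beta-like cells was known, and it left the test without an answer. Of the other markers, each was in 2 of the 3 cells, against 0.704% of the others for Mzb1, 4.51% for Cd79a and 0.282% for Cd79b. These values go with a B-lineage cell in the droplets, but they rest on 3 cells, so the explanation stays open.

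The dissociation stress list had a median log2 ratio of -0.72 in beta-like cells in HFD, -0.61 in delta-like, -0.16 in endothelial-like 0.04 (0.0441) in alpha-like and 0.14 in PP-like cells (interval 0.03 to 0.18). Handling of the preparation and genotype cannot be told apart for this list, because the classes went different ways. Hspa1a and Hspa1b fell in each of the alpha-like, delta-like, PP-like and endothelial-like classes, with -0.49 as the smallest change, so handling is a candidate explanation for these heat shock genes.

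Between the diets, WT HFD against WT SCD ratios correlated across genes with a Spearman rho of 0.67 (0.666) between beta-like and alpha-like cells. Diet, age, library and batch cannot be told apart here, since each would give such a correlation.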
